# Genome-Wide Analysis of miRNA Signature in the APPswe/PS1ΔE9 Mouse Model of Alzheimer's Disease

**DOI:** 10.1371/journal.pone.0101725

**Published:** 2014-08-22

**Authors:** Hongxue Luo, Qi Wu, Xiaoyang Ye, Yi Xiong, Jinyong Zhu, Junyu Xu, Yarui Diao, Duo Zhang, Maosheng Wang, Jinhua Qiu, Jianting Miao, Wei Zhang, Jun Wan

## Abstract

Alzheimer's disease (AD) is the most common cause of dementia. One of the pathological hallmarks of AD is amyloid β (Aβ) deposition. MicroRNAs (miRNAs) are small non-coding RNAs whose expression levels change significantly during neuronal pathogenesis and may be used as diagnostic markers. Some miRNAs are important in AD development by targeting genes responsible for Aβ metabolism. However, a systematic assessment of the miRNA expression profile induced by Aβ-mediated neuronal pathogenesis is still lacking. In the present study, we examined miRNA expression profile by using the APPswe/PS1**Δ**E9 mouse model of AD. Two sibling pairs of mice were examined, showing 30 and 24 miRNAs with significantly altered expression levels from each paired control, respectively. Nine known miRNAs were common in both groups. Prediction of putative target genes and functional annotation implied that these altered miRNAs affect many target genes mainly involved in PI3K/Akt signaling pathway. This study provides a general profile of miRNAs regulated by Aβ-associated signal pathways, which is helpful to understand the mechanism of Aβ-induced neuronal dysfunction in AD development.

## Introduction

Alzheimer's disease (AD) is common among elderly people and results in dementia that significantly affects the quelity of life in patients. The disease is characterized histologically by the appearance of senile plaque (SP) and neurofibrillary tangles (NFT). SP is caused by the accumulation of amyloid β (Aβ) peptide derived from the sequential cleavage of amyloid precursor protein (APP) by beta-site APP-cleaving enzyme 1 (BACE1) and the γ-secretase complex. Accumulating evidence indicates that microRNAs (miRNAs) regulate Aβ production, NFT formation, and neurodegeneration by targeting different genes [1]–[3].

MiRNAs are small non-coding RNAs which mainly bind to 3′ untranslated region (3′ UTR) of target mRNAs and regulate gene expression [4]. Thus far more than 2000 human miRNAs were discovered, targeting over 60% of human protein-encoding genes that are essential for cellular activities [5]. MiRNAs are abundantly expressed in the nervous system and play essential roles in the differentiation and function of neurons and glial cells, with plausible contribution to the pathogenesis of neurodegenerative diseases [6], [7]. Many recent studies found aberrant miRNA expression in AD brains, and proposed that deregulation of miRNA expression plays a central role in AD pathogenesis [7]. Most of these studies focused on the role of miRNA in APP and Aβ metabolism. For example, Wang et al found that the level of miRNA-107 is significantly lower in AD patients. BACE1 was identified as a target of miRNA-107, connecting the level of miRNA-107 to Aβ formation and neuronal pathogenesis [3]. Study from Herbert et al showed that expression levels of miRNA-29a/b-1 cluster are also decreased in the cortexes of sporadic AD patients, associated with a two- to five- fold increase in the level of BACE1 protein [1]. Other examples of the roles of miRNA in AD include the finding that MiR-124 regulates the APP mRNA alternative splicing. MiR-101, -520c, -147, -16, -20a, -644 and -153 were also reported to target 3′UTR of APP mRNA. MiR-107, -29a/b1/c, -9, -328 and -298 regulate the expression of BACE1. These miRNAs form a network that indirectly regulates the APP processing, Aβ production and accumulation [8].

However, alterations in miRNAs expression are not necessarily restricted to one pathogenic or metabolic chain. The up/down-regulation of certain miRNAs could stem from the changed nervous environment in AD, instead of being the reason for such change. In this study, we examined the miRNA profile in a mouse model of AD carrying APPswe and PS1**Δ**E9 transgenes. The APPswe/PS1**Δ**E9 double transgenic mice (hereby denoted as AD mice) express a chimeric mouse/human amyloid precursor protein (Mo/HuAPP695swe) and a mutant human presenilin 1 (PS1-**Δ**E9), both directed to CNS neurons. Both mutations are associated with early-onset AD in human. Senile plaques could be detected as early as 4 months of age in the brains of AD mice [9]. Phillips et al found that 6-month-old AD mice exhibited slower visuospatial learning than controls. In the visuospatial re-learning test performed at 9, 11, 13, 15, and 18 months of age, AD mice exhibited a decrease in the speed of re-learning the task compared to controls [10]. Other behavior tests including morris water maze experiments also showed that AD mice have impaired ability in spatial learning [11], [12]. Our study in the profile of miRNA expression in brains of AD mice showed that multiple miRNAs were up/down-regulated in the process of neurodegeneration. These changes may be involved in the pathogenesis of AD and could be used as early diagnostic markers for the disease in human.

## Materials and Methods

### Ethics statement

This study was performed in strict accordance with animal use protocols approved by the Committee for the Ethics of Animal Experiments, Shenzhen Peking University The Hong Kong University of Science and Technology Medical Center (SPHMC) (protocol number 2011-004). All animals were handled in accordance with the guidelines of the Committee for the Ethics of Animal Experiments, SPHMC. All efforts were made to minimize suffering.

### Animal preparation and extraction of tissue

APP695 with Swedish mutation K595N/M596L and PS1ΔE9 double-transgenic mice (APPswe/PS**Δ**E9) were purchased from the Model Animal Research Center of Nanjing University, with the original source of The Jackson Laboratory [13]. Two sibling pairs of wild-type (WT) and transgenic mice (WT1 vs APP4; WT2 vs APP3) of nine-month old were selected. The mice were anesthetized with pentobarbital (50 mg/kg) followed by the removing and dissection of the brain tissues. The cortexes of the brains were frozen in liquid nitrogen for the further RNA extraction.

### RNA extraction

The extraction and purification of total RNA, including small RNAs used for deep sequencing was carried out by using miRNeasy Mini Kit (Qiagen, US) according to the manufacture. The RNA for qRT-PCR was extracted from transgenic mice of different stages (n> = 3/type/age) by TRIZOL (Invitrogen, US) in accordance with the manufacture's protocol.

### Small RNAseq Library building and High-throughput sequencing

The RNAseq was performed by Shanghai Biotechnology Corporation. Briefly, total RNA qualified by Agilent Bioanalyzer 2100(Agilent technoloies Santa Clara,US)electrophoresis was then sequentially ligated with the RNA 3′ adapter (5′-pUCGUAUGCCGUCUUCUGCUUGidT-3′) and RNA 5′adapter (5′-GUUCAGAGUUCUACAGUCCGACGAUC-3′) using T4 RNA ligase. The RNA with bilateral adapters were reversely transcribed to cDNA by the RT primer (5′-CAAGCAGAAGACGGCATACGA-3′) for further PCR amplification. PCR amplification was performed with the primer set (5′-CAAGCAGAAGACGGCATACGA-3; 5′-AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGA-3′) which annealed to the ends of the adapters. The PCR products needed to be size-fractionated on a 6% Novex TBE PAGE gel that differed from the two-step gel separation of small RNA before amplification discribed before [14]. After purification and quantification using Qubit dsDNA HS (Qubit 2.0 Fluorometer) and High Sensitivity DNA Chip (Aglient 2100), the recycled PCR products were used for Cluster Generation and sequencing on Illummina HiSeq 2000 in accordance with cBot and the HiSeq 2000 user guide. The raw sequencing data was uploaded to NCBI's Gene Expression Omnibus (GEO) which is accessible through GEO Series accession number GSE55589.

### Small RNAseq analysis process

Preliminary quality control of raw reads was carried out as the following programs, including discarding adaptor-adaptor contaminants and removing the low quality reads, such as reads that were shorter than 18 nucleotides and those overwhelming 35 nucleotides after being trimmed, and those containing fuzzy bases or low quality bases (<10). The rest were further filtered using fastx quality filter (fastx_toolkit-0.0.13.2). The qualified reads which passed the filters above were aligned to the mouse genome for more bioinformatics analysis.

All the small RNAs tags that past filters were sent to match with miRbase19.0 (http://www.mirbase.org/) using Bowtie [15] together with the other ncRNA databases:GRCm38.68.ncrna (http://asia.ensembl.org/index.html), Rfam V10 (http://rfam.sanger.ac.uk/), Prina (http://www.ncbi.nlm.nih.gov/) to profile the annotated small RNAs and calculate counts of the unique tags using CLC genomics workbench 5.5 commence software with at most two mismatches and two bases changed at each ends. The CLC could recognize the residual ambiguous bases in low quality and discarded them. MiRbase allowed no mismatch. Sequences that can not be classified by any database above but could be aligned to genome were termed as unannotated ones. Align all the small RNAs tags to the miRbase19.0 to abtain the reads of mature miRNA, Mature miRNA and variant miRNA with mutant and length changed. In view of the length of known miRNAs distributing around 21–23 nt, subsequently, only the length of small RNAs between 18–35 nt were retained for next gene mapping. Here, we mapped the length-limited sequences onto mouse genome (Mus_musculus.GRCm38.68.dna.toplevel.fa) to categorize and figure out those small RNAs tags with annotations. The remaining unannotated small RNAs were used for novel miRNA prediction.

The unannotated small RNA was deemed to be a novel miRNA candidate if it could mapped onto the mouse genome (Ensemble release-68). Further verifying step referred to “Minimum Free Energy”and “Randfold p-value”, related to the pre-miRNA second hairpin structure which could be predicted using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). All the process could also be finished by “miRCat” tool (contained in sRNA Toolkit).

### Real-time PCR

The quantification of the known and novel miRNAs were carried out using SYBR Green-based real-time PCR. Reverse transcription was performed with RevertAid First Strand cDNA synthesis Kit (Thermo, US) containing 100 ng template RNA, 4 µl of 5×Reaction buffer, 1 µl of Ribolock RNAse inhibitor (20 U/µl), 2 µl of 10 mM dNTP Mix and revertAid M-MuLV reverse transcriptase (200 U/µl) in each reaction (20 µl). The RT reaction was conducted in accordance to the protocol. The PCR reaction contained 0.4 µl of diluted cDNA, 5 µl 2×iQTM SYBR Green supermix (BioRad), 0.2 µl of 10× miScript universal primer and 1 ul of 10× miScript primers. Amplification was performed using CFX96 Real-Time PCR detection system (BioRad) as follows: 95°C for 5 min, followed by 40 cycles at 95°C for 10 s, 60°C for 20 s and 72°C for 20 s. Each RT- PCR reaction was performed in triplicate. Relative expression was calculated using the comparative Ct method while the U6 snRNA was used as the housekeeping gene.

### Detection of differential expressed miRNAs and prediction of target genes

Counts of every differently expressed miRNA in four samples were normalized to the total number of reads of all miRNA. Due to the small sample size, P-value based on fisher's exact test was inferred as the statistical significance. Meanwhile, False discovery rate (FDR) was calculated as a multiple hypothesis testing to control P-value. A special miRNA was considered to be significantly differently expressed if the P-value and FDR given by two methods were <0.05 in common and there was at least 1.5-fold change in normalized expressed level (the novel miRNA was set up to 2-fold).

The target genes for every differerntly expressed miRNA were predicted using miRDB (http://mirdb.org/miRDB/) [16], miRanda (http://www.microrna.org/microrna/home.do) [17] and targetScan (http://www.targetscan.org/) [18]. The targets of novel miRNAs were mainly analyzed by miRanda. DIAND-microT-CDS (v5) (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=microT_CDS/index) [19], [20] was also used to predict the target genes and incorporate different miRNAs into pathways annotated in KEGG. DIVID gene annotation tool (http://david.abcc.ncifcrf.gov/tools.jsp) was used for the annotation of KEGG pathways of genes and the gene Ontology (GO) terms [21], [22].

## Results

### Overview of sequencing data

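Small RNA from the cortex of 4 mice aged 9 months was sequenced, 2 of them wild-type (WT1 and WT2) and 2 of them AD mice (APP3 and APP4), which carry the APPswe and PS1ΔE9 transgenes. The mice formed 2 sibling pairs, WT1 with APP4 (group 1) and WT2 with APP3 (group 2), so each group holds 1 mouse of each genotype and a difference within a group has no replicate check. The authors trimmed and filtered the reads, matched them to the mature miRNAs of miRBase and deposited the number of reads counted on each of 942 mature miRNAs in each library, without normalization, together with the same values per 1000000 clean reads. Reads with a changed length or a mismatch were counted on the mature miRNA they resemble, so the reads of near-identical miRNAs could have been split between them, and 62 of the mature miRNAs come from more than 1 hairpin. The miRNA reads numbered 26085776 in WT1, 22078713 in WT2, 21266937 in APP3 and 19048747 in APP4, and these totals were used to scale the counts to reads per 1000000 miRNA reads (RPM). For each pair of libraries, the reads of a miRNA were compared by a two-sided Fisher's exact test with the Benjamini-Hochberg false discovery rate (FDR), where the paper's methods name Fisher's exact test and an FDR, and a miRNA was called at an FDR under 0.05 and at least a 1.5-fold change. This test compares 2 libraries and not the genotypes. Log2 fold changes were computed with 0.5 read added to both counts, and their standard errors (SE) cover counting error only, as do the intervals and smallest levels given, since PCR copies of one molecule are not independent. The genotypes were compared over the 4 mice with edgeR's quasi-likelihood test, with TMM normalization.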

Illumina high throughput sequencing technology was employed in our study. After discarding the low quality reads and removing the reads with linkers, we obtained a total of 31265701, 24904512, 24281605 and 22851004 clean sequence reads which correspond to 580856 (WT1), 424443 (WT2), 492851 (APP3), 502564 (APP4) unique tags from the raw reads. The adequate saturation for each sample and the approximate reads between the two groups (WT and APP) allowed comparison in miRNA expression profile and distribution in each library. 

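The miRNA reads made up 83.4% of the clean reads in WT1, 88.7% in WT2, 87.6% in APP3 and 83.4% in APP4. At least 1 read was counted on 833 miRNAs in WT1, 839 in WT2, 849 in APP3 and 855 in APP4, and 760 of the 942 miRNAs were detected in all 4 libraries. When 1000000 reads were drawn at random from each library, between 586 and 598 miRNAs were detected, and with 10000000 reads between 762 and 790. The number of detected miRNAs was therefore still rising at the full depth, through miRNAs with few reads. Only 364 miRNAs in WT1, 374 in WT2, 373 in APP3 and 379 in APP4 reached 10 RPM. The smallest level that 3 reads can show lay between 0.115 RPM in WT1 and 0.157 in APP4. miR-127-3p had the most reads in each library, with 17.5% of the miRNA reads in WT1 (95% Wilson interval 17.46 to 17.49), 17.3% in WT2 (17.26 to 17.29), 19.1% in APP3 (19.13 to 19.16) and 14.1% in APP4 (14.04 to 14.07), followed by miR-181a-5p and miR-26a-5p. The 10 miRNAs with the most reads took between 57.9% and 60.8% of the miRNA reads of a library.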

Further analysis showed that 95.9% (WT1), 96.7% (WT2), 96.2% (APP3) and 95.7% (APP4) of the clean reads can be annotated through matching four well-characterized small RNA databases: miRbase (mus muscumus), mus_muscumus.GRCm38.68.ncrna, Prina and Rfam V10 (Table S1). Annotated small RNAs showed a normal distribution pattern with the peak size located at 22 nt, in agreement with other studies in mammals (Figure 1).

**Figure 1:**
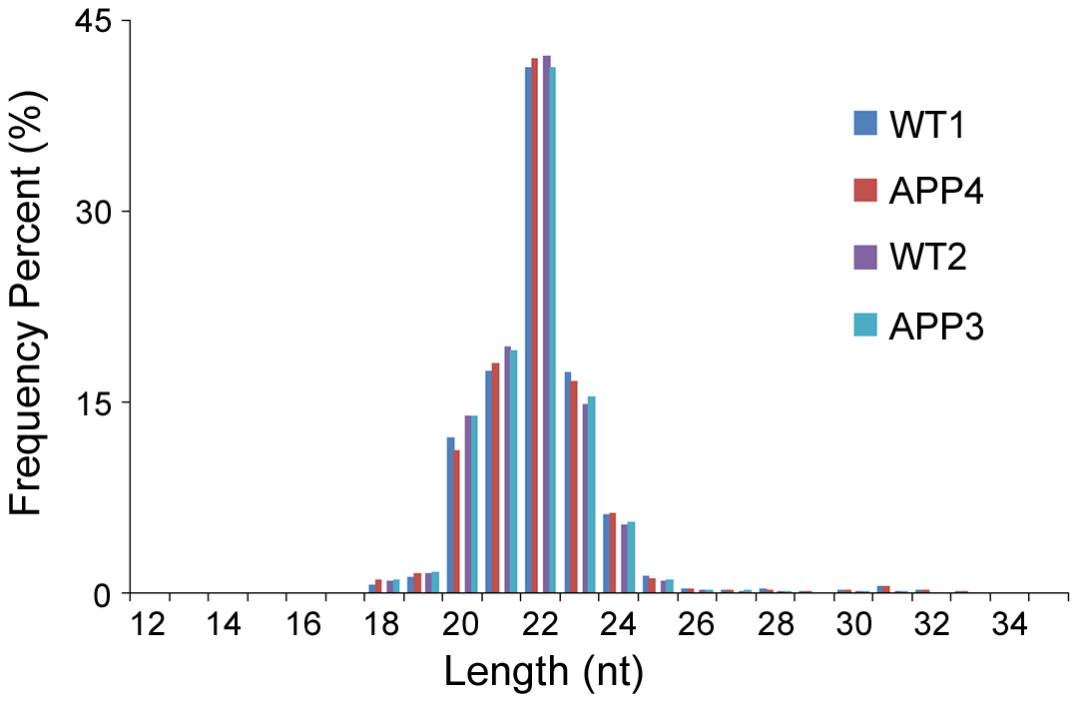
Length distribution of the annotated sequences. All four libraries from the two groups (WT1/APP4 and WT2/APP3) accumulate 22-nucleotide small RNAs, which is consistent with the typical size of miRNAs.

### Categorization and mapping annotation

RNAs of 18–35 nt in length from the four libraries were aligned to the mouse genome (Mus_musculus.GRCm38.68.dna.toplevel.fa). We categorized small RNAs into known miRNA, protein_coding RNA, Mt_rRNA, snoRNA, misc_RNA, rRNA, Mt_tRNA, snRNA, pseudogene, and retro transposed RNA. More than 90% of the reads with known gene annotations are mapped to miRNAs. The second largest proportion can be mapped to protein coding genes, likely representing mRNA degradation products (Figure 2).

**Figure 2:**
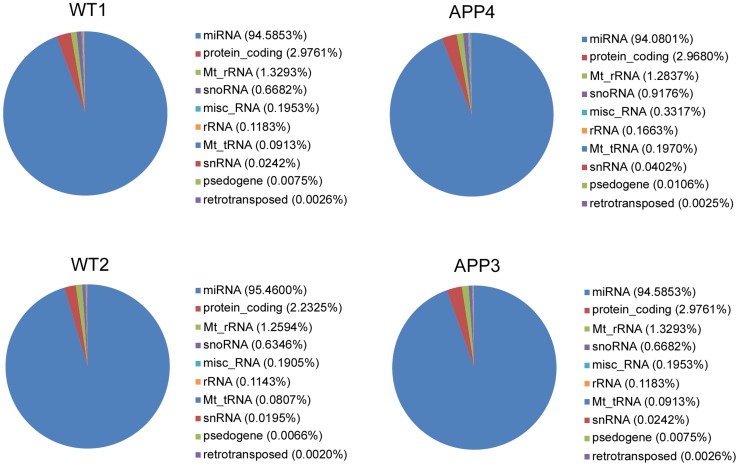
Annotation and distribution of small RNAs among different categories. snoRNA, small nucleolar RNA; mt, mitochondrial; rRNA, ribosobal RNA; tRNA, transfer RNA; snRNA, small nuclear RNA.

### MiRNAs are differentially expressed in mouse brains with AD

Our sequencing data showed that 150 and 122 miRNAs (in group one and group two respectively. p<0.05 for both groups) are differentially expressed in AD brain compared to control (Figure 3A). 

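In the deposited counts, 362 of the 899 miRNAs with a read in WT1 or APP4 differed between these 2 libraries at an FDR under 0.05, and 323 of the 896 miRNAs with a read in WT2 or APP3 differed between those. Without the adjustment, 403 and 356 miRNAs had a p under 0.05. The alternative that moved these counts most was the same test on values scaled to 1000000 per library and rounded, which gave 122 miRNAs in group 1 and 97 in group 2. With library sizes corrected by TMM they were 315 and 320. Between the libraries of the 2 WT mice the test gave 356 miRNAs, and between those of the 2 AD mice 319. Among the 252 miRNAs with a mean of at least 50 RPM, the median size of the log2 difference was 0.26 in group 1 and 0.19 in group 2, against 0.24 between the WT mice and 0.23 between the AD mice.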

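With the limit of 1.5-fold, 104 miRNAs were called between APP4 and WT1, 87 of them higher and 17 lower in the AD mouse. Between APP3 and WT2, 61 miRNAs were called, 30 higher and 31 lower. The share that was higher in group 1 depended on the scaling. TMM moved every log2 fold change of APP4 against WT1 by -0.25, and 39 miRNAs were then called higher and 46 lower. In group 2 TMM moved them by -0.02, with 29 called higher and 33 lower. In group 1, the median log2 fold change of the 252 miRNAs with a mean of at least 50 RPM went from 0.145 to -0.109 with TMM. Neither scaling therefore centred it. Of the called miRNAs, 51 in group 1 and 31 in group 2 stayed under 10 RPM in both libraries. Scaled to 1000000 reads per library, the test called 30 miRNAs in group 1 and 22 in group 2. All 30 miRNAs that Table 1 lists for group 1 and all 24 that it lists for group 2 were among those called on the reads, and with TMM library sizes 21 of the 30 and 23 of the 24 were called. Among the miRNAs of Table 1, the largest decrease was that of miR-10b-5p in group 1, with a log2 fold change of -1.61 (SE 0.03), and that of miR-455-3p in group 2, with -2.08 (SE 0.12).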

MiRNAs that showed more than 1.5 fold change in their expression levels were shown in Table 1, listing 30 and 24 miRNAs from group one and two, respectively. 

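On the reads, 15 miRNAs were called in the same direction in both groups, and 9 further miRNAs were called in both groups in opposite directions. The 15 include miR-99b-5p, miR-7b-5p, miR-7a-5p, miR-501-3p, miR-434-3p, miR-409-5p, miR-331-3p, miR-138-5p and miR-100-5p. Scaled to 1000000 reads per library, the test called these 9 and no others in both groups. On the reads, the largest FDR among them was 5.13e-42, for miR-7b-5p in group 1. In this order, group 1 before group 2, miR-99b-5p had log2 fold changes of -0.79 and -0.93, miR-7b-5p of -0.60 and -1.10, miR-7a-5p of -0.66 and -1.13, and miR-501-3p of -0.94 and -1.18. The log2 fold change of miR-100-5p was -1.20 in group 1 and -1.41 in group 2. Higher in the AD mouse of both groups were miR-434-3p, with 0.87 and 0.89, and miR-138-5p, with 0.93 and 0.69. The reads of miR-434-3p, in RPM, were 9314 in WT1, 11327 in WT2, 21035 in APP3 and 16971 in APP4, and those of miR-100-5p were 2751, 5861, 2211 and 1199. For 6 of the 9 miRNAs, both AD mice lay on the same side of both WT mice, and so they did for 224 of the 623 miRNAs tested in edgeR, where chance gives 33.3%. Among miRNAs that move the same way in both sibling pairs, as the 9 were chosen to do, chance gives 66.7%. The exceptions were miR-99b-5p with 8632 RPM in WT1 and 9450 in APP3, miR-501-3p with 112 and 123, and miR-7a-5p with 192 in WT2 and 193 in APP4. Between mice of one genotype, the larger log2 difference was at least as large as the difference of the genotype means for 5 of the 9. miR-7a-5p and miR-7b-5p belong to one family, and miR-99b-5p and miR-100-5p were grouped as another. Summed over 7a and 7b, the log2 fold change was -0.64 and -1.12, and summed over 99a, 99b and 100 it was -0.86 and -0.98.

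In the GENCODE vM21 annotation of GRCm38, the hairpin of miR-100-5p lies on chromosome 9 from 41531425 to 41531504, in an intron of the processed transcript 3110039I08Rik. That of miR-99b-5p lies on chromosome 17 from 17830188 to 17830257 in an intron of Spaca6, and that of miR-501-3p on the X chromosome from 7241243 to 7241351 in an intron of Clcn5. The hairpin of miR-434-3p lies on chromosome 12 from 109594506 to 109594599, opposite to an exon of Rtl1. miR-7a-5p comes from a hairpin in an intron of Hnrnpk on chromosome 13 (58392779 to 58392886) and from an intergenic hairpin on chromosome 7, and the 2 sources cannot be separated in its reads. miR-138-5p likewise has a hairpin on chromosome 8 and another on chromosome 9.

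**Figure D1:**
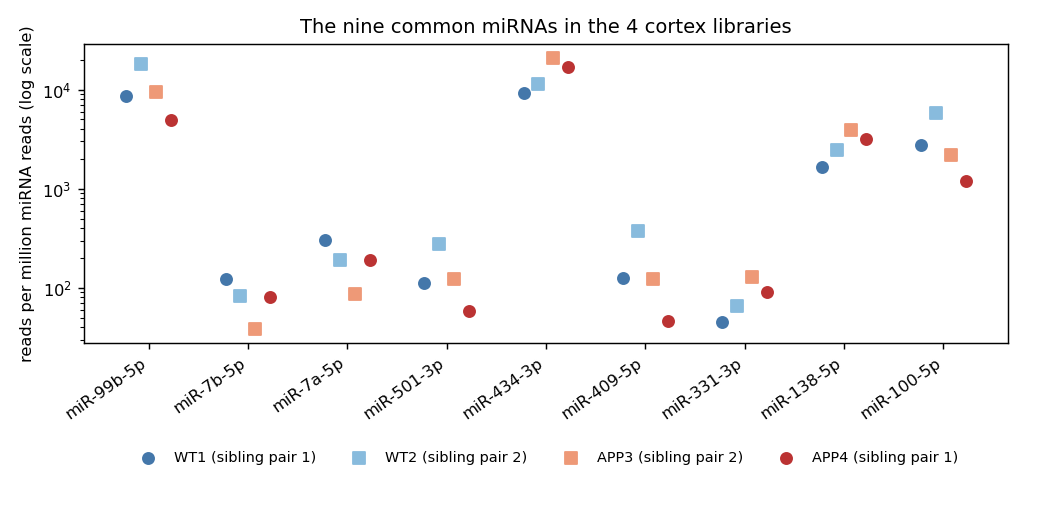
RPM (log axis) of the 9 miRNAs in each of the 4 libraries, WT mice in blue and AD mice in red, with the sibling pairs shown by circles (WT1 and APP4) and squares (WT2 and APP3). Each symbol is 1 mouse, so there are no error bars. miR-434-3p is at 9314 and 11327 in the WT mice and at 16971 and 21035 in the AD mice, while miR-501-3p is at 112 in WT1 and 123 in APP3.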

Among them, nine miRNAs (miR-99b-5p, miR-7b-5p, miR-7a-5p, miR-501-3p, miR-434-3p, miR-409-5p, miR-331-3p, miR-138-5p and miR-100-5p) showed consistent changes in both groups. All 45 differentially expressed miRNAs identified from both groups were further examined by quantitative RT-PCR assay in 16 mice at the age of 9 months (8 AD mice and 8 WT mice). As shown in Figure 3B, except for miR-138-5p, expression levels of 8 out of 9 miRNAs showed consistent alteration in qRT-PCR experiment compared with the Illumina deep sequencing data. In contrast among the miRNAs which were altered in one group only, only miR-183-5p and miR-342-3p showed consistent trend of altered expression by comparing qRT-PCR result with sequencing (Figure S1A). It is evident that variation in individual mouse pair derives more alterations than those common in a larger experimental group, such as the one we employed by qRT-PCR to confirm the changes found in sequencing. 

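In the sequencing of the 4 cortex libraries, miR-183-5p was called only in group 1 and miR-342-3p only in group 2. The log2 fold change of miR-183-5p was 2.49 (SE 0.03) between APP4 and WT1 and 0.58 (SE 0.04) between APP3 and WT2, the latter just under the limit of 1.5-fold. Its RPM were 158 in WT1, 102 in WT2, 152 in APP3 and 889 in APP4. For miR-342-3p the log2 fold change was -0.26 (SE 0.03) in group 1 and -1.87 (SE 0.03) in group 2. It had 182.3 RPM in WT1, 678 in WT2, 186 in APP3 and 152 in APP4, so WT2 stood apart from the other 3 mice. The hairpin of miR-342-3p lies on chromosome 12 from 108658620 to 108658718, in an intron of Evl. The qRT-PCR values of Figure S1A are not analysed here.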

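Across the 252 miRNAs with a mean of at least 50 RPM, the log2 fold changes of the 2 groups had a Pearson's r of 0.15 and a Spearman's rho of 0.13, and 54.4% of the miRNAs had the same sign in both. These are correlations across miRNAs, which are not independent replicates. Without the miRNAs of Table 1, r was -0.01 over 214 miRNAs. In either group or both, 141 miRNAs were called. The same rule called 89 miRNAs between the 2 WT mice, 67 higher and 22 lower in WT2, and 73 between the 2 AD mice, 46 higher and 27 lower in APP4. In the comparisons that did not pair siblings it called 99 between APP3 and WT1 and 95 between APP4 and WT2. Of the 45 miRNAs of Table 1, 16 were also called between the WT mice and 19 between the AD mice. The paper sets these changes of single mouse pairs against its qRT-PCR of a larger group of mice, and states that more miRNAs vary in a single pair than are common to the larger group.

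**Figure D2:**
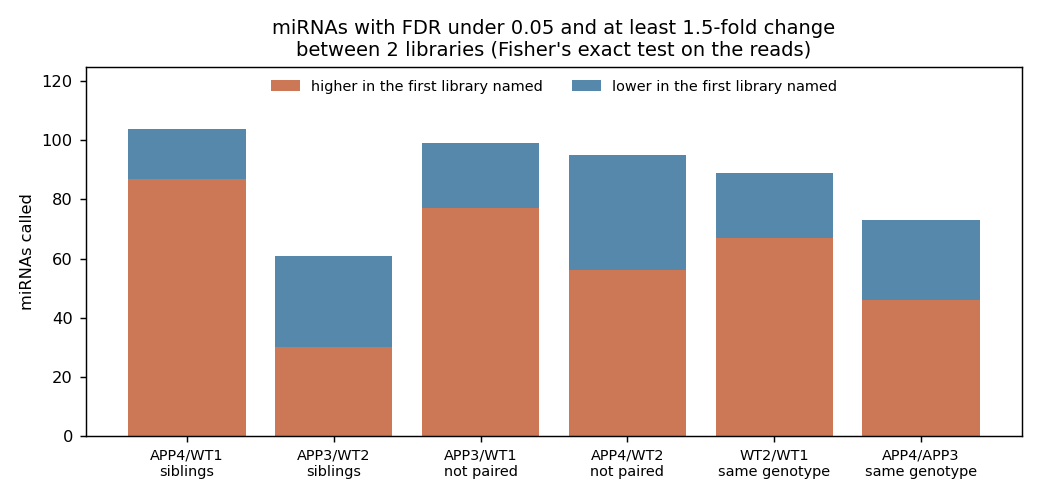
Number of miRNAs with an FDR under 0.05 and at least a 1.5-fold change (vertical axis) in each comparison of 2 libraries, split into those higher (red) and lower (blue) in the first library named. The sibling pairs have 104 and 61 miRNAs, and the comparisons within a genotype 89 and 73.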

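miR-141-3p had 44 reads in WT1, 67 in WT2, 39 in APP3 and 3437 in APP4. miR-200c-3p had 5, 10, 3 and 501 reads in the same libraries, and miR-96-5p had 51, 72, 28 and 612. Their log2 fold changes between APP4 and WT1 were 6.72 (SE 0.22), 6.96 (SE 0.62) and 4.03 (SE 0.21). Between APP3 and WT2 the log2 fold change was -0.72 (SE 0.29) for miR-141-3p and -1.29 (SE 0.32) for miR-96-5p. The 3 reads of miR-200c-3p in APP3 are at the smallest level that this depth can show, and its difference from WT2 did not pass Fisher's exact test (FDR 0.213). APP4 also stood apart for the other members of these clusters. miR-200a-3p had 4606 reads in APP4 against 101 to 211 in the other libraries, miR-429-3p 8564 against 500 to 693, and miR-182-5p 73009 against 8975 to 20991. On GRCm38, the hairpins of miR-200c-3p (124718322 to 124718390) and miR-141-3p (124717914 to 124717985) lie side by side on chromosome 6, in introns of the antisense transcript Gm15884. The hairpin of miR-96-5p lies on the same chromosome from 30169446 to 30169551, between those of miR-182-5p and miR-183-5p and outside the annotated genes.

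**Figure D3:**
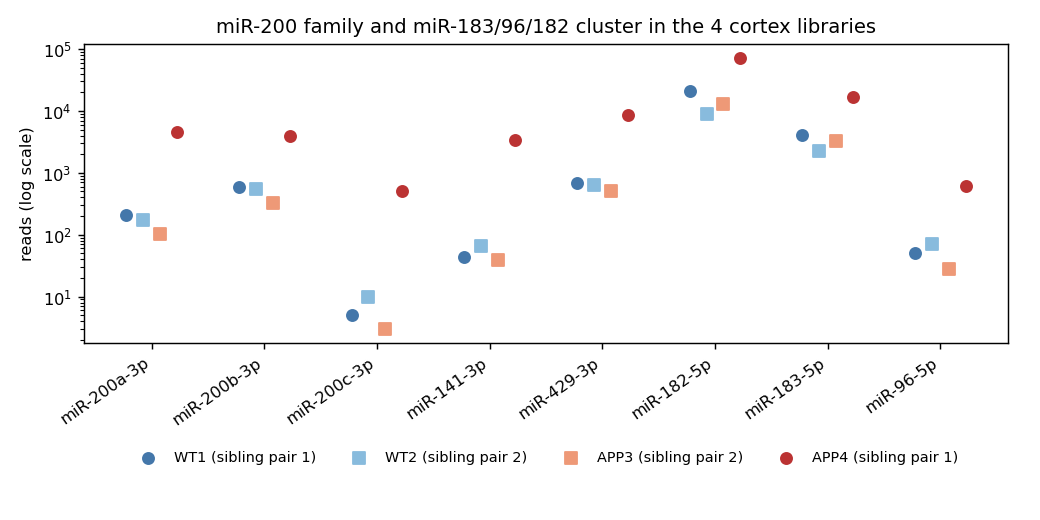
Reads (log axis) of the miR-200 family and of the cluster of miR-182, miR-183 and miR-96 in each of the 4 libraries, 1 symbol per mouse, with circles for WT1 and APP4 and squares for WT2 and APP3. APP4 lies above the other 3 libraries for each of the 8 miRNAs, with 501 reads of miR-200c-3p against 3 to 10 in the others.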

Owning to abnormal initial counts, three differentially expressed miRNAs (miR-141-3p, miR-200c-3p, miR-96-5p) were not taken into account for comparison. 

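With the mice as replicates, 623 miRNAs passed the filter on low counts and 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was found for 36 miRNAs, where 31.2 are given by chance. The adjusted p of each of the 9 miRNAs changed in both groups was 0.768. The test gave miR-409-5p a log2 fold change of -1.65 (SE 0.59), miR-100-5p -1.43 (SE 0.41), miR-331-3p 0.89 (SE 0.28) and miR-434-3p 0.76 (SE 0.22). Adjusted over these 9 alone, all of them stayed under 0.05, but they were chosen on the same libraries. The variation between mice of one genotype, as the biological coefficient of variation, was 24.0%. With the sibling pair as a block, 2 miRNAs had an adjusted p under 0.05, miR-100-5p and miR-409-5p, both at 0.0166, with log2 fold changes of -1.44 (SE 0.16) and -1.66 (SE 0.20). The deviations of siblings from the means of their genotypes correlated with r = 0.235 across 252 miRNAs, with r = 0.123 without the 9 miRNAs and with r = 0.322 without the miR-200 and miR-183 clusters. With each mouse left out in turn, the direction of the 9 was kept, as their choice for moving the same way in both pairs largely fixes. The log2 fold change then lay between -2.60 and -0.69 for miR-409-5p and between -2.03 and -0.81 for miR-100-5p. It lay between 0.54 and 1.17 for miR-331-3p and between 0.52 and 0.96 for miR-434-3p.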

Overall, the changed expression profiles of miRNAs in mouse brains harboring a neuronal pathogenic process similar to human AD indicate that these miRNAs may play a role in the process of AD development. We also compared miRNA expression levels from all four animals by using one single criterion (expression fold change >1.5 and p<0.05). 

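When the reads of the libraries of each genotype were summed, Fisher's exact test called 67 miRNAs between the AD and the WT mice, 47 higher and 20 lower in the AD mice. With TMM library sizes the balance turned, with 29 higher and 33 lower. Summed reads carry no error between mice. The 24 miRNAs of Table S2 were all among the 67. Scaled to 1000000 reads per genotype, 22 miRNAs were called, 12 higher and 10 lower. The changes of the summed reads can come from a single mouse. miR-183-5p, with a summed log2 fold change of 1.92, differed between the 2 AD mice themselves, by a log2 difference of 2.55 in favour of APP4. miR-434-3p, with 0.90, was higher in each AD mouse than in either WT mouse. miR-221-5p was lower in both AD mice, with 56.6 and 76.5 RPM in APP3 and APP4 against 106 and 117 in WT1 and WT2.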

24 miRNAs were identified using this comparison (Table S2), which were all included in the 45 miRNAs listed in Table 1. QRT-PCR validation of the sequencing data is shown in Figure S1B.

**Figure 3:**
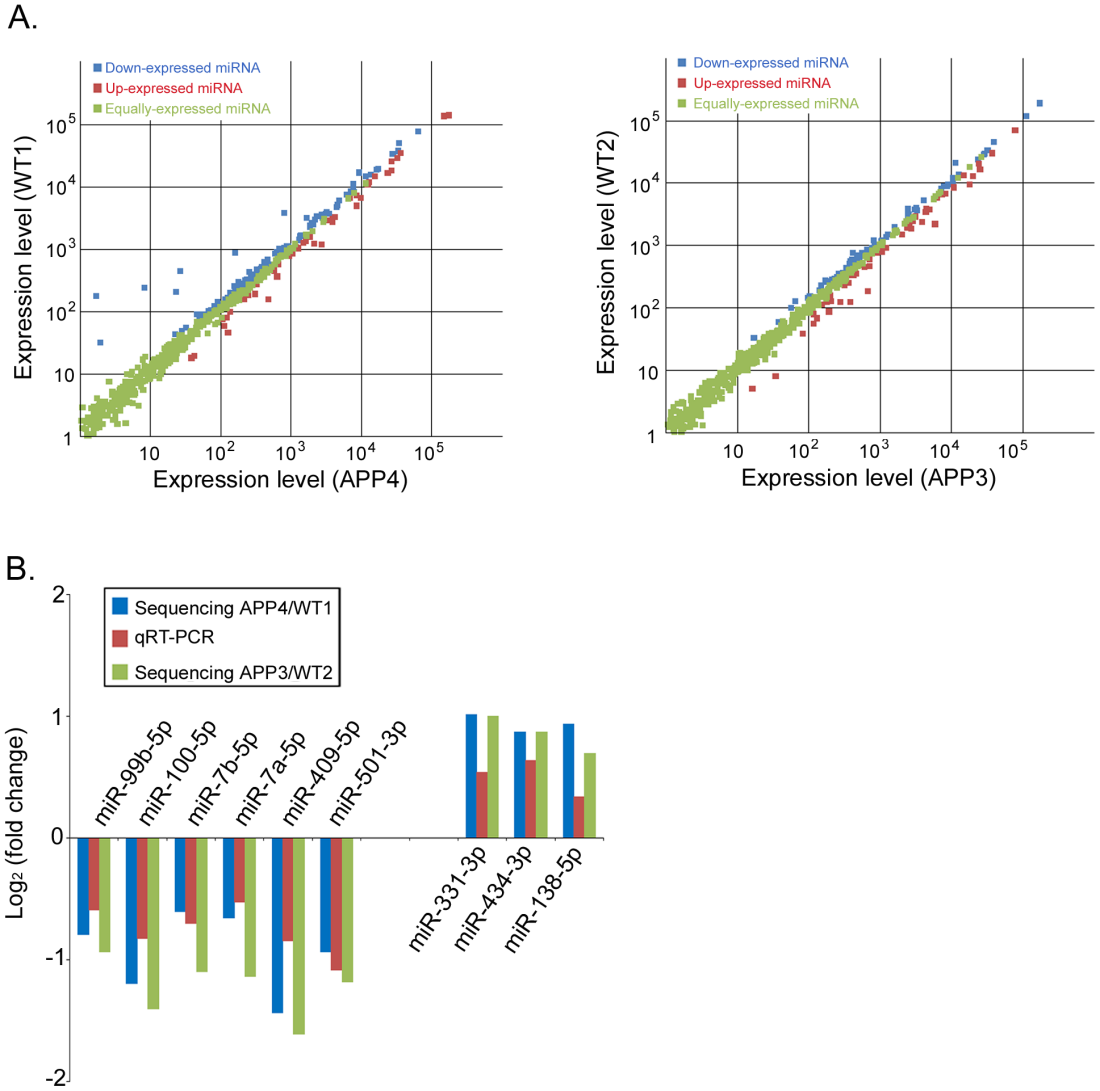
MiRNA expression levels from high throughput sequencing and verification with qRT-PCR. (A) The scatter plots show the miRNA expression levels of known miRNAs in group one (APP4/WT1) (Left) and group two (APP3/WT2) (Right). Green dots: equally expressed miRNAs between APP and WT; Blue dots: up-expressed miRNAs in APP sample compared with WT sample (p<0.05, q<0.05); Red dots: down-expressed miRNAs in APP sample compared with WT sample (p<0.05, q<0.05). (B) Selected miRNAs in both groups were verified by qRT-PCR.

**Table 1:** The top differentially expressed miRNA in APP4/WT1 and APP3/WT2.

APP4/WT1				APP3/WT2			
miRNA ID	log_2_(fold change)*	up/down expression	*p*-value adjusted	miRNA ID	log_2_(fold change)*	up/down expression	*p*-value adjusted
miR-200c-3p	7.10	up	2.16E-07	miR-331-3p	1.00	up	3.76E-06
miR-141-3p	6.74	up	2.72E-51	miR-211-5p	0.97	up	3.65E-02
miR-200a-3p	4.90	up	5.34E-60	miR-434-3p	0.89	up	0
miR-429-3p	4.08	up	4.73E-100	miR-383-5p	0.89	up	5.62E-25
miR-96-5p	4.04	up	3.67E-08	miR-1983	0.82	up	7.50E-04
miR-200b-3p	3.20	up	3.16E-39	miR-1843b-3p	0.69	up	6.91E-07
miR-183-5p	2.49	up	1.34E-123	miR-138-5p	0.69	up	2.41E-79
miR-182-5p	2.25	up	0	miR-6540-5p	0.65	up	4.39E-02
miR-331-3p	1.01	up	1.12E-04	miR-671-3p	0.62	up	1.92E-05
miR-138-5p	0.93	up	3.93E-106	miR-673-5p	0.60	up	8.98E-05
miR-434-3p	0.87	up	0	miR-125a-5p	−0.59	down	0
miR-376b-5p	0.77	up	1.45E-11	miR-125b-5p	−0.62	down	0
miR-423-3p	0.74	up	4.54E-07	miR-873a-3p	−0.66	down	4.67E-05
miR-15a-5p	0.74	up	5.61E-08	miR-146b-5p	−0.70	down	2.48E-78
miR-142-5p	0.73	up	3.62E-03	miR-185-5p	−0.93	down	1.83E-05
miR-451a	0.67	up	5.63E-04	miR-99b-5p	−0.93	down	0
miR-423-5p	0.64	up	1.19E-05	miR-221-5p	−1.04	down	6.32E-06
miR-543-3p	0.63	up	2.65E-03	miR-7b-5p	−1.10	down	8.40E-05
miR-29c-3p	0.59	up	6.01E-17	miR-7a-5p	−1.13	down	4.76E-10
miR-132-5p	0.59	up	1.31E-10	miR-501-3p	−1.18	down	5.69E-15
miR-7b-5p	-0.60	down	3.25E-03	miR-100-5p	−1.41	down	0
miR-7a-5p	-0.66	down	6.21E-07	miR-409-5p	−1.61	down	1.04E-30
miR-99a-5p	-0.77	down	4.59E-52	miR-342-3p	−1.87	down	1.23E-66
miR-99b-5p	-0.79	down	3.36E-218	miR-455-3p	−2.09	down	1.06E-04
miR-1249-3p	-0.80	down	9.52E-18				
miR-501-3p	-0.94	down	4.65E-05				
miR-5099	-1.11	down	3.69E-03				
miR-100-5p	-1.20	down	2.80E-138				
miR-409-5p	-1.44	down	7.33E-10				
miR-10b-5p	-1.61	down	5.05E-39				

*: fold change = APP/WT.

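The fold changes in the deposited counts were taken against the total miRNA reads of each library, and not against the clean reads behind the scaled values that the authors deposited beside the counts. Computed in this way, 51 of the 54 log2 fold changes of Table 1 lay within 0.01 of the printed value, and the largest distance was 0.14, for miR-200c-3p, where 0.5 read was added to 5 reads in WT1.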

Development of AD mandates a lengthy process where progression in neuronal pathogenesis accompanies with alteration of gene expression in different stages of the disease. To explore the temporal dynamic of miRNA expression change in AD,we examined the levels of miRNAs in AD mice with ages spanning from 2 to 12 months (Figure 4). Expression levels of miR-99b-5p and miR-100-5p were reduced in 6- and 9-month-old AD mice, but increased at 12 months of age. The level of miR-409-5p was lower since 6 months of age in AD brains. The other 5 miRNAs all showed significant alterations in expression levels at 9 months of age, but these alterations became either not significant (miR-331-3p, miR-7a-5p, miR-501-3p and miR-434-3p) or reversed (miR-7b-5p) at 12 months of age.

**Figure 4:**
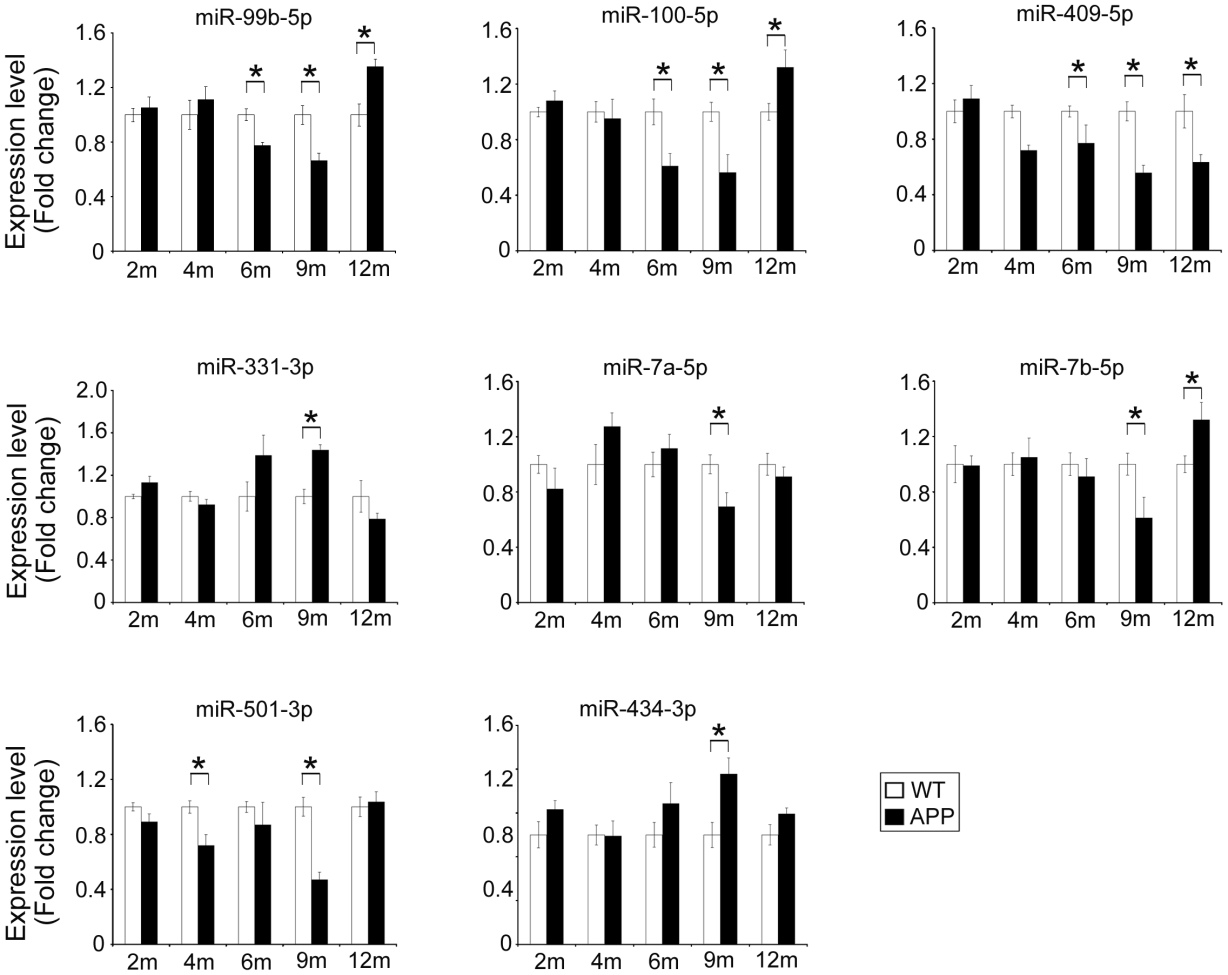
MiRNAs expression levels examined by qRT-PCR along the mice development. Six APPswe/PS1ΔE9 mice and six WT mice at each stage of 2, 4, 6 and 12 months of age, while 8 APPswe/PS1ΔE9 and 8 WT mice at 9 months old including the four mice for sequencing were examined.

### Prediction of miRNA target genes

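miR-331-3p had 45.6 RPM in WT1, 64.9 in WT2, 129.9 in APP3 and 91.7 in APP4. Its log2 fold change was 1.01 (SE 0.05) between APP4 and WT1 and 1.00 (SE 0.05) between APP3 and WT2. The mean was 55.3 ± 13.7 RPM (SD, n = 2) in the WT mice and 111 ± 27.0 (SD, n = 2) in the AD mice. Its hairpin, Mir331, lies on the minus strand of chromosome 10 of GRCm38 from 93963768 to 93963863, within an exon of a transcript of Vezt, and has the sequence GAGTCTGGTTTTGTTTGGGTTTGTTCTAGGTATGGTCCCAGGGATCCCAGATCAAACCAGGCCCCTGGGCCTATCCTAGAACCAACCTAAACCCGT. The other arm, miR-331-5p, had between 5.34 and 7.10 RPM in the 4 libraries. miR-409-5p had a log2 fold change of -1.44 (SE 0.05) between APP4 and WT1 and -1.61 (SE 0.03) between APP3 and WT2. It had 127 RPM in WT1, 377 in WT2, 123 in APP3 and 46.8 in APP4, a mean of 252 ± 177 (SD, n = 2) in the WT mice and 85.1 ± 54.1 (SD, n = 2) in the AD mice. WT1 and APP3, which are not siblings, differed by a log2 fold change of -0.04. The other arm, miR-409-3p, had between 763 and 1023 RPM. The hairpin Mir409 lies on the plus strand of chromosome 12 from 109743158 to 109743236, in an intron of the long noncoding RNA Mirg, and has the sequence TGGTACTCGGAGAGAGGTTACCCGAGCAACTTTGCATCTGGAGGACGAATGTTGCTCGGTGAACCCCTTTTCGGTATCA.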

To explore the functional link between altered miRNA expression and AD development, we predicted the potential targets of two representative miRNAs, miR-331-3p and miR-409-5p, which were the top-elevated and top-reduced miRNAs in both groups, by three prediction methods (miRDB, miRanda and TargetScan). MiR-331-3p and miR-409-5p were predicted to each target 1138 and 745 genes (that are predicted in all three methods), Further analysis using GO database showed that the top biological processes affected by the predicted target genes are phosphate metabolic process and regulation of transcription (GO:0006796 and GO:0045449).

To analyze the interaction between miRNAs and protein-coding genes in the process of AD development in a comprehensive way, we performed combinational analysis for the gene target prediction. The 45 miRNAs that were shown to be differentially expressed in the sequencing experiment were predicted to target 10834 genes based on the online web server DIAND-microT-CDS(v5). To narrow down the pool of the potential targets and pathways involved, the p-value threshold and the microT threshold were set to be 0.05 and 0.8 respectively. We then restricted the algorithm on genes that belong to relative KEGG pathways using DIAND-miRPath v2.0 (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=mirpath/index) [23]. In the end, 92 pathways were implicated in the regulatory network, with the most significant pathways shown in Table 2.

**Table 2:** The pathways annotated by KEGG through DIAND-miRPath v2.0.

KEGG pathway	p-value	#genes	#miRNAs
Axon guidance	1.95E-41	69	27
PI3K-Akt signaling pathway	5.60E-29	127	29
MAPK signaling pathway	4.86E-28	102	28
Focal adhesion	4.62E-27	82	26
ErbB signaling pathway	1.47E-24	43	27
Pathways in cancer	5.91E-23	124	31
Regulation of actin cytoskeleton	4.66E-21	84	26
Wnt signaling pathway	3.56E-20	65	29
Gap junction	8.36E-18	37	22
Ubiquitin mediated proteolysis	4.59E-16	57	26
mTOR signaling pathway	3.42E-13	29	27
Transcriptional misregulation in cancer	1.21E-12	63	26
Adherens junction	2.31E-12	36	26
Insulin signaling pathway	2.40E-11	50	27
Long-term depression	6.83E-08	26	22
Long-term potentiation	1.16E-07	26	21
VEGF signaling pathway	1.57E-07	25	20
Glioma	3.06E-05	27	24
Notch signaling pathway	3.63E-05	18	18
Apoptosis	1.78E-03	28	19
Calcium signaling pathway	5.97E-03	49	25
p53 signaling pathway	6.06E-03	22	15
Tight junction	1.37E-02	41	26

#genes show the number of genes involved in each pathway; #miRNAs show the number of miRNAs which could target the genes involved in the pathways.

The correlation between aberrantly expressed miRNAs and potential pathways was demonstrated in Figure S2. From the heatmap it is evident that different miRNAs play various roles in the potential pathways. It is worthwhile to mention that PI3K-Akt signaling pathway was simultaneously regulated by 29 miRNAs that showed aberrant expression in AD brains. 127 targeted genes are involved in PI3K/Akt signaling, implying an important role of PI3K/Akt in AD. Experimentally validated miRNA targets and part of the putative targets of differentially expressed miRNAs involved in this pathway are summarized in Figure 5.

**Figure 5:**
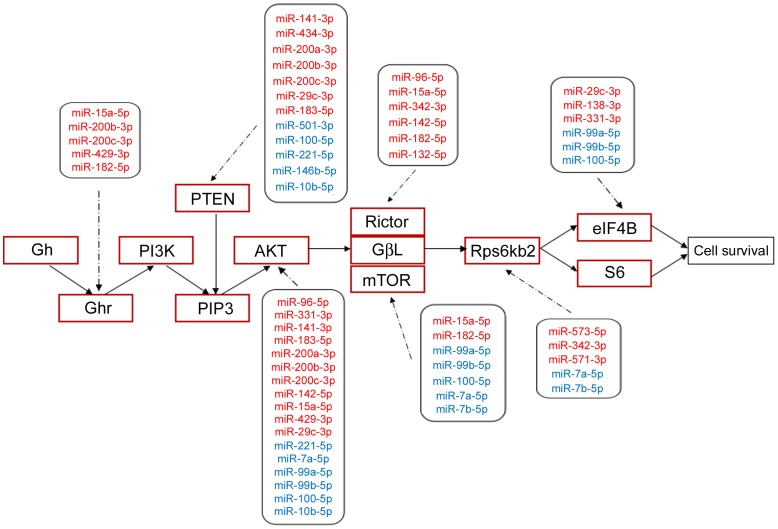
Differentially expressed miRNAs and their target genes in the PI3k/AKT signaling pathway. Joint analysis of KEGG and different algorithms was performed to identify the putative and experimentally validated targets for the most differently expressed miRNAs in two groups. Part of the pathway was displayed here. MiRNAs marked red are up-regulated while the blue ones are down-regulated.

## Discussion

MiRNAs are abundantly expressed in the brain and are essential for the functions of the neurons [24]. There are ample evidences showing that miRNAs regulate Aβ production and aggregation by targeting APP, BACE1 and other proteins involved in Aβ metabolism, and play important roles in the development of AD. In this study, we performed deep sequencing of miRNAs in the cortex of APPswe/PS1ΔE9 model of mouse AD. Aβ is significantly overexpressed in the barins of these mice, allowing the development of AD-like symptom in mice and subsequent characterization of miRNA profile described in this study. Among multiple miRNAs that were found to be dysregulated in AD brains, miR-409-5p showed constantly decreased expression level in AD brains from 4 months to 12 months of age, which is consistent with previous findings [25]. Although the target of miR-409-5p remained to be validated to provide further mechanistic insight, the early onset of its expression alteration suggests that miR-409-5p may play a role in the induction phase of AD, making it a potential target for early diagnosis and treatment of AD in huamn patients.

The level of miR-331-3p is elevated in the brains of 9-month-old AD mice compared to controls. Such alteration was not observed by comparing AD and WT mice at 4 months of age, but begins to emerge at 6 months of age when Aβ deposition starts, indicating that the dysregulation of miR-331-3p may stem from the accumulation of Aβ in AD brains. It's possible that miR-331-3p, by regulating the expression of its target genes, promotes the pathogenesis of AD in the context of increased Aβ level. It's note-worthy that the level of miR-331-3p becomes lower in AD brains at 12 months of age, possibly reflecting a negative-feedback mechanism linking the degree of AD disease with miR-331-3p expression level. In other systems, miR-331-3p was found to be up-regulated in acute and chronic lymphocytic leukemia and colorectal cancer [26], [27]. The expression of miR-331-3p may be regulated by genes involved in cell cycle control, such as E2F1, SOCS1, and genes involved in carcinogenesis and myogenesis [27]–[30]. It's possible that cellular changes in late-stage AD surpasses the accumulation of Aβ in regulating miR-331-3p expression level. Similar to miR-331-3p, some miRNAs such as miR-99b-5p, miR-100, miR-7b-5p and miR-501-3p also have a reversed expression change at late stage of AD (12 months) compared with those at relatively early AD stages (6 to 9 months). Some preliminay results from the experiments performed in neuronal cell lines indicate that the change of those miRNAs at early stages may protect neurons from Aβ-induced apoptosis (Data not shown). It suggests that some miRNAs change at early stage of AD may help to keep the cell homeostasis. Such interplay between Aβ accumulation, neuronal pathology and miRNA expression may further complicate the mechanism by which miRNAs regulate AD development, and remains to be future elucidated.

Each miRNA that showed differential expression levels in AD brains compared to controls can possibly target multiple genes. For example, miR-15a-5p may regulate Ghr, AKT, Rictor and mTOR, all of which related to protein synthesis and cell survival. On the other hand, a single gene may be regulated by more than one miRNA. PTEN, a classic tumor-suppressor gene, was shown to be targeted by at least 5 miRNAs (miR-141-3p, miR-200c-3p, miR-183-5p, miR-29c-3p and miR-221-5p) [31]–[34]. Therefore the interaction between miRNAs and proteins exhibits a network-like pattern and needs to be examined as a whole. Expression of a given protein depends on the dynamics of multiple miRNAs that are up- or down-regulated at specific stage of AD pathogenesis. PI3K/Akt/mTOR signaling is another pathway that is potentially regulated by miRNAs. Activation of PI3K/Akt signaling promotes the survival of neurons. MTOR functions downstream of PI3K/Akt and plays important roles in the process of cell growth, metabolism and aging [35], [36]. In the central nervous system, mTOR regulates neuronal differentiation, axon growth and navigation, dendritic arborization and synaptogenesis [37]. Previous reports showed that accumulation of Aβ interrupts PI3K/Akt/mTOR signaling [38], [39] while another study showed that neurons treated by Aβ oligomer exhibit elevated levels of activated Akt and mTOR [40]. Conversely, rapamycin, a mTOR inhibitor, could reduce Aβ level and ameliorate cognitive dysfunction in mouse model of AD [41]. As the activator of mTOR, PI3K/Akt signaling accelerates the extracellular glutamate clearance by regulating the function of GLT1 (glutamate transporter 1) in astrocytes, a process of AD [42]. Insufficient mTOR activity leads to neuron atrophy in the process of AD [43]. Several downstream targets of mTOR signaling, including 4E-BP1, eEF2, and eEF2 kinase, are also implicated in tau protein dynamics in AD brain [44], [45]. Changes in protein components of mTOR pathway, such as p70S6K, eIFα and PKR are also observed in AD [46]. The role of PI3K/Akt/mTOR signaling in synaptic plasticity, learning and memory formation were also illustrated by using rapamycin and genetically modified mice [47], [48]. Taken together, increasing evidence suggests that PI3K/Akt/mTOR may be a critical regulator of AD development. Our findings in the alterations of miRNA expression that potentially impact PI3K/Akt/mTOR signaling may provide further insight towards our understanding on the process of AD pathogenesis. Such alterations in miRNA levels may prove important in the diagnosis and/or targeted treatment of AD in human patients. One line of development can be the detection and profiling of miRNAs in the circulation that correlates to the development of AD. This can lead to more robust and invasion-free diagnostic methodology in complement with traditional methods involving collection of cerebrospinal fluid for the detection of tau protein.

## Supporting Information

Figure S1 **QRT-PCR verification of the miRNA expression levels.** (A) 30 and 24 miRNAs were found to have significantly change in the two groups respectively. Except the 9 miRNAs in both of the two groups and 3 with abnormal initial reads, all the miRNAs expression levels were verified by qRT-PCR in 8 APPswe/PS1ΔE9 and 8 WT mice at 9 months old of age (white bars). Sequencing results are shown as black bars. (B) Totally 24 miRNAs were found to have significantly change when comparing the data from all four animals but not pairly comparison. The qRT-PCR experiment was the same as that in (A).
(TIF) Click here for additional data file.

Figure S2 **miRNAs versus pathways heat map (cluster based on significance levels).** Darker colors represent low significance values. The attached dendrograms on both axes depict hierarchical clustering results for miRNAs and pathways, respectively. On the miRNA axis, miRNAs clustered together were identified by exhibiting similar pathway targeting patterns. An analogous clustering can be observed on the pathway axis.
(TIF) Click here for additional data file.

Table S1 **Small RNAs annotation.** A. Annotation of small RNAs reads matching with databases. B. Annotation of small RNAs with unique tags matching with databases. C. MiRNAs annotation according to miRBase v19.
(DOC) Click here for additional data file.

Table S2 **The top differentially expressed miRNA in APP/WT.**
(DOCX) Click here for additional data file.

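Table S2 gives for each miRNA the log2 of its level in APP3 and APP4 together over its level in WT1 and WT2 together, with the direction, an adjusted p and the change found by qRT-PCR. The levels were made from the same 4 cortex libraries as Table 1. When the RPM of the libraries of a genotype were added, a choice made after the values were seen, each of the 24 log2 fold changes lay within 0.01 of the printed value. When the reads were added, 2 of them did, and the largest distance was 0.10.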

# Supplementary material for: Genome-Wide Analysis of miRNA Signature in the APPswe/PS1ΔE9 Mouse Model of Alzheimer's Disease
**Source:** PLoS One. 2014 Aug 22;9(8):e101725. doi: 10.1371/journal.pone.0101725
**Supplement:** Table S1 — Small RNAs annotation. A. Annotation of small RNAs reads matching with databases. B. Annotation of small RNAs with unique tags matching with databases. C. MiRNAs annotation according to miRBase v19.

**Table S1. Small RNAs annotation.**

A. Annotation of small RNAs reads matching with databases.

|  | Counts (Percentage) | | | |  | Perfect matched (Percentage) | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | WT1 | WT2 | APP3 | APP4 |  | WT1 | WT2 | APP3 | APP4 |
| annotated | 29972003 (95.90%) | 24094140 (96.70%) | 23366479 (96.20%) | 21878053 (95.70%) |  | 25668890 (85.60%) | 20767807 (86.20%) | 20101544 (86.00%) | 18827370 (86.10%) |
| with miRbase(mus muscumus) | 26936041 (89.90%) | 22745192 (94.40%) | 21925979 (93.80%) | 19813669 (90.60%) |  | 23421660 (87.00%) | 19807660 (87.10%) | 19081219 (87.00%) | 17360740 (87.60%) |
| with mus_muscumus. GRCm38.68.ncrna | 726616 (2.40%) | 466244 (1.90%) | 471187 (2.10%) | 522665 (2.40%) |  | 655138 (90.20%) | 431069 (92.50%) | 442181 (92.30%) | 471541 (90.20%) |
| with Prina | 387029 (1.30%) | 248690 (1.00%) | 275779 (1.20%) | 309163 (1.40%) |  | 97734 (25.30%) | 61935 (24.90%) | 70384 (25.50%) | 78045 (25.20%) |
| with Rfam V10 | 19922317 (6.40%) | 634014 (2.60%) | 685534 (2.90%) | 1232556 (5.60%) |  | 1494358 (77.70%) | 467143 (73.70%) | 507760 (74.10%) | 917044 (74.50%) |
| unannotated | 1293698 (4.10%) | 810372 (3.30%) | 915126 (3.80%) | 972951 (4.30%) |  |  |  |  |  |
| total | 31265701 (100.00%) | 24904512 (100.00%) | 24281605 (100.00%) | 22851004 (100.00%) |  |  |  |  |  |

|  | 1 mismatched (Percentage) | | | |  | 2 mismatched (Percentage) | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | WT1 | WT2 | APP3 | APP4 |  | WT1 | WT2 | APP3 | APP4 |
| annotated | 3269084 (10.90%) | 2584591 (10.70%) | 2496063 (10.70%) | 2388204 (10.90%) |  | 1034029 (3.40%) | 741742 (3.10%) | 768872 (3.30%) | 662479 (3.00%) |
| with miRbase(mus muscumus) | 2667227 (9.90%) | 2281799 (10.00%) | 2186606 (9.90%) | 1939002 (9.80%) |  | 847154 (3.70%) | 655733 (2.90%) | 676154 (3.10%) | 514527 (2.60%) |
| with mus_muscumus. GRCm38.68.ncrna | 55721 (7.70%) | 28024 (6.00%) | 29207 (6.10%) | 40514 (7.80%) |  | 15757 (2.20%) | 7151 (1.50%) | 7799 (1.60%) | 10610 (2.00%) |
| with Prina | 258374 (66.80%) | 166568 (67.00%) | 182309 (66.10%) | 201458 (65.20%) |  | 30921 (8.00%) | 20187 (8.10%) | 23086 (8.40%) | 29660 (9.60%) |
| with Rfam V10 | 287762 (15.00%) | 108200 (17.10%) | 115941 (16.90%) | 207230 (16.80%) |  | 140197 (7.30%) | 58671 (9.30%) | 61833 (9.00%) | 107682 (8.70%) |

B. Annotation of small RNAs with unique tags matching with databases.

|  | WT1 | WT2 | APP3 | APP4 |
| --- | --- | --- | --- | --- |
| annotated | 147955 (25.50%) | 115231 (27.10%) | 120270 (24.40%) | 131023 (26.10%) |
| with miRbase(mus muscumus) | 63140 (42.70%) | 59094 (51.30%) | 59818 (49.70%) | 59205 (45.20%) |
| with mus_muscumus. GRCm38.68.ncrna | 31729 (21.40%) | 19313 (16.80%) | 21648 (18.00%) | 27198 (20.80%) |
| with Prina | 7318 (4.90%) | 5329 (4.60%) | 6197 (5.20%) | 6720 (5.10%) |
| with Rfam V10 | 45768 (30.90%) | 31495 (27.30%) | 32607 (27.70%) | 37900 (28.90%) |
| unannotated | 432901 (74.50%) | 309212 (72.90%) | 372581 (75.60%) | 371541 (73.90%) |
| total | 580856 (100.00%) | 424443 (100.00%) | 492851 (100.00%) | 502564 (100.00%) |

C. MiRNAs annotation according to miRBase v19.

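Part C of Table S1 sorts the reads matched to miRBase by their hairpin and by the arm they cover. The deposited table of counts holds the reads of the mature arms and not those of the rest of the hairpin. It lists them under 591 precursor entries.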

|  | Total | Mature 5‘ total | Mature 5’ exactly matches | Mature 5‘ length variants | Mature 5’ mutant variants | Non-mature total | Mature 3‘ | Precursor |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| WT1 | 26936041 | 15378844 | 7232618 | 6812901 | 1333325 | 11557197 | 10706924 | 850273 |
| WT2 | 22745192 | 12647943 | 5843393 | 5626839 | 1174720 | 10097249 | 9430769 | 666480 |
| APP3 | 21925979 | 11501362 | 5447127 | 5066250 | 996985 | 10414617 | 9756572 | 659045 |
| APP4 | 19813669 | 11278761 | 5567655 | 7432009 | 979097 | 8543908 | 7769983 | 764925 |

# Supplementary material for: Genome-Wide Analysis of miRNA Signature in the APPswe/PS1ΔE9 Mouse Model of Alzheimer's Disease
**Source:** PLoS One. 2014 Aug 22;9(8):e101725. doi: 10.1371/journal.pone.0101725
**Supplement:** Table S2 — The top differentially expressed miRNA in APP/WT.

**Table S2. The top differentially expressed miRNA in APP/WT.**

|  | **Sequencing** | | |  | **qRT-PCR** |
| --- | --- | --- | --- | --- | --- |
| **miRNA ID** | **log_2_(fold change)*** | **up/down expression** | ***p*-value adjusted** |  | **log_2_(fold change)*** |
| mir-99a-5p | -0.63 | down | 0 |  | -0.36 |
| mir-221-5p | -0.74 | down | 1.44E-57 |  | -0.56 |
| mir-7b-5p | -0.78 | down | 6.96E-64 |  | -0.71 |
| mir-7a-5p | -0.82 | down | 3.24E-167 |  | -0.53 |
| mir-10b-5p | -0.88 | down | 5.70E-251 |  | -0.60 |
| mir-99b-5p | -0.89 | down | 0 |  | -0.59 |
| mir-501-3p | -1.11 | down | 1.30E-158 |  | -1.09 |
| mir-100-5p | -1.34 | down | 0 |  | -0.83 |
| mir-342-3p | -1.35 | down | 4.24E-06 |  | -1.29 |
| mir-455-3p | -1.42 | down | 6.81E-32 |  | -0.40 |
| mir-409-5p | -1.57 | down | 0 |  | -0.84 |
| mir-200a-3p | 3.94 | up | 0 |  | 0.58 |
| mir-429-3p | 3.10 | up | 0 |  | 0.53 |
| mir-200b-3p | 2.25 | up | 6.30E-268 |  | 0.48 |
| mir-183-5p | 2.00 | up | 0 |  | 1.77 |
| mir-182-5p | 1.87 | up | 0 |  | 0.50 |
| mir-331-3p | 1.00 | up | 1.75E-96 |  | 0.52 |
| mir-33-5p | 0.92 | up | 5.84E-07 |  | 0.43 |
| mir-434-3p | 0.88 | up | 0 |  | 0.64 |
| mir-211-5p | 0.85 | up | 4.50E-20 |  | 0.63 |
| mir-138-5p | 0.79 | up | 0 |  | 0.33 |
| mir-3085-3p | 0.71 | up | 1.24E-08 |  | 0.32 |
| mir-383-5p | 0.71 | up | 0 |  | 0.30 |
| mir-1964-3p | 0.68 | up | 6.38E-04 |  | 0.22 |

*: fold change = (APP3+APP4)/(WT1+WT2)

How the deposited data were processed for this re-analysis (not part of the article)

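Small RNA libraries of the cortex of 4 mice aged 9 months were analysed, 2 WT mice and 2 AD mice in 2 sibling pairs. The pairing of WT1 with APP4 and of WT2 with APP3 is the one stated in the paper. The libraries were sequenced by the authors, who removed adapters and low-quality reads, kept reads of the length of small RNAs, matched them to the mouse miRNAs of miRBase and counted mature and variant reads of each mature miRNA. The authors deposited these counts without normalization for 942 mature miRNAs and 4 libraries. Beside them, the authors deposited the same values as RPM of the clean reads, under the name TPM. Dividing the counts by these values gives 31265701 clean reads in WT1, 24904512 in WT2, 24281605 in APP3 and 22851004 in APP4. The deposited RPM were used only for this check, and no column of the table was left out.

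The counts were scaled to the sum of the miRNA counts of each library, which was 26085776 in WT1, 22078713 in WT2, 21266937 in APP3 and 19048747 in APP4, and RPM below and in the results are per 1000000 of this sum. At these depths 3 reads correspond to between 0.115 and 0.157 RPM. Counting error was small beside the differences between mice for miRNAs with many reads, and it covers no error from PCR or dissection. No 2 libraries differed by sampling noise alone, with a chi-square per degree of freedom of at least 652.

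Two-sided Fisher's exact tests (scipy 1.17.1) compared the reads of each miRNA with the other miRNA reads of 2 libraries, for both sibling pairs, for both pairs of mice of one genotype and for both pairs of unlike genotype that are not siblings. The reads of a genotype were also summed and tested in the same way. The FDR was computed by the Benjamini-Hochberg method over the miRNAs with at least 1 read, and a miRNA was called at an FDR under 0.05 and at least 1.5-fold. The paper's methods give the test and both limits, and its text does not name the method of the FDR or the sides of the test. Log2 fold changes had 0.5 read added. The genotypes were compared over the 4 mice with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood test, with the SE of a log2 fold change taken as its size over the square root of the F statistic), without the sibling pair and, as an alternative, with the sibling pair as a block. DESeq2 1.42.0 was the other tool tried. The design gives 2 mice per genotype, and 623 miRNAs were tested.

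Fisher's rule and edgeR's test without the sibling block were tested on simulated data, and DESeq2's test and the fit with the block were not. For the Fisher rule, counts were drawn for 887 miRNAs of 2 libraries with counting error only, and 200 of them were changed by known folds of at least 2-fold. The rule called 148 of the 200 in the right direction and 8 unchanged miRNAs. The drawn libraries held no differences between mice, so the 8 do not give the rule's false calls in real libraries. Between real mice of one genotype it called 89 and 73. edgeR recovered 144 of 195 changed miRNAs among 607 tested at the dispersion of the real libraries, with 3 false calls, and 187 of 196 among 610 at a dispersion of 0.01, with 7 false calls. For edgeR too the simulated changes were at least 2-fold, and in each run all miRNAs had the same dispersion.

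The alternatives set before the data were examined were the Fisher test on values scaled to 1000000 reads per library, library sizes corrected by TMM, a minimum of 10 RPM, the Bonferroni correction, a limit of 2-fold, sums over family members, with miR-99 and miR-100 taken as one family, an added 5 reads, the sibling block, DESeq2's size factors and its Wald test, no filter, no TMM, and each mouse left out in turn. The miRNAs named were those the paper or its Tables 1 and S2 name, the other arms of their hairpins, lists of marker miRNAs of blood and of other tissues, of those called in both groups outside the paper's common set, the 5 with the largest change in each direction, and the 3 with the most reads. Hairpin coordinates and sequences were taken from GENCODE vM21 on GRCm38, the build the authors used. Positions of the mature miRNAs within the hairpins, the qRT-PCR, the length distribution, the other RNA classes, the unannotated miRNA candidates and the target predictions were not analysed here.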

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

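The test by drawing fewer reads and the comparison of other groupings were chosen after the results were seen. The other tests were set before the data were examined, but the limits that decide what each shows were fixed after its values had been seen.

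The 2 sibling pairs moved in opposite directions for 6 of the 8 miRNAs of the miR-200 family and the cluster of miR-182, miR-183 and miR-96, higher in APP4 than in WT1 and lower in APP3 than in WT2. The difference between the pairs was not tested, because each pair has 1 mouse of each genotype. The log2 fold changes were 4.90 and -0.74 for miR-200a-3p, 3.20 and -0.70 for miR-200b-3p, 4.08 and -0.28 for miR-429-3p, 6.72 and -0.72 for miR-141-3p, and 4.03 and -1.29 for miR-96-5p. miR-200c-3p had 5 reads in WT1 and 501 in APP4, a log2 fold change of 6.96, and 10 reads in WT2 and 3 in APP3, a difference that did not pass Fisher's exact test (FDR 0.213). TMM library sizes left each of these signs as they were. miR-182-5p and miR-183-5p were higher in both pairs. An error in counting single mature sequences was tested with the other arms of the hairpins. All 4 other arms with at least 10 reads in the pair were at least 1.5-fold higher in APP4 than in WT1, with 180 reads of miR-200a-5p against 18 and 53 of miR-141-5p against 0, which goes against a miscount of single sequences. Tissue carried over into one dissection was tested with miR-375-3p, miR-203-3p and miR-205-5p. Of these 3, 0 were at least 1.5-fold higher in APP4 than in each other library, and miR-375-3p had 118 RPM in APP4 against 122 in WT1 (FDR 0.298). The others were highest in APP4 by less than that. miR-203-3p had 214 RPM against 169 to 185 (Fisher's exact test against WT1, FDR 5.5e-11), and miR-205-5p 3.88 against 2.87 to 3.07 (FDR 0.268). This goes against an epithelial or neuroendocrine source large enough to raise these miRNAs 1.5-fold. A smaller carried-over share could be hidden under the levels present in every library, and is not excluded. A tissue that has the 2 clusters without these 3 miRNAs was not tested. APP4 alone is high, and APP3 of the same genotype is not, so the genotype does not separate the libraries for these miRNAs and no biological explanation could be tested. For those of these miRNAs that it lists, the paper's Table S2 gives higher qRT-PCR levels in the AD mice of a larger group. In its text the paper names only miR-183-5p of them as changed alike by both methods. The qRT-PCR was not analysed here.

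The paper compares each AD mouse with its sibling. Outside those comparisons, its rule called 89 miRNAs between WT1 and WT2 and 73 between APP3 and APP4, that is between mice of one genotype. The mean of these is 81, against 82.5 for the sibling pairs. At full depth, mouse-to-mouse and library-to-library differences therefore cannot be told apart from the genotype by the calls of the sibling pairs, since both same-genotype counts lie between their 104 and 61. The same-genotype pairs are not siblings, and neither are APP3 with WT1 and APP4 with WT2. These gave 99 and 95, above both same-genotype counts. They were also above them with the minimum of 10 RPM, Bonferroni's correction and the 2-fold limit. With TMM library sizes they were not, with 74 and 94 against 77 between the WT mice and 71 between the AD mice. That order therefore depends on the library sizes. On values scaled to 1000000 reads per library the means were 21.5 and 26, with 20 between the WT mice and 23 between the AD mice against 30 and 22 in the sibling pairs. Depth bears on the numbers. When 1000000 reads were drawn from each library, 40 miRNAs were called between APP4 and WT1 in place of 104, and 34 in place of 61 between APP3 and WT2, 29 between the WT mice and 30 between the AD mice. At this equal depth both same-genotype counts lie below both sibling counts, which goes against the full-depth order of these pairs. The pairs of unlike genotype that are not siblings gave 25 (APP3 and WT1) and 51 (APP4 and WT2), on either side of the same-genotype counts.

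In both pairs, 6 miRNAs outside the paper's common set were called in the same direction. miR-449c-5p had 0 reads in both WT mice, 6 in APP3 and 7 in APP4. miR-3081-3p had 10 and 3 reads in WT1 and WT2 and 14 and 19 in APP3 and APP4. miR-33-5p, miR-142-3p and miR-211-5p were higher in both AD mice, with log2 fold changes between 0.65 and 1.12, and miR-122-5p was lower, with -1.43 and -1.19. With the mice as replicates, their adjusted p in edgeR's test was 0.768 where they passed the filter. On values scaled to 1000000 reads per library 0 of these 6 were called, so their calls depend on the depth that is used. Among the 6 comparisons that can be made of the 4 libraries in pairs, 1, the sibling pairs themselves, gave as many as 15 miRNAs called in both. The comparison of WT1 and APP4 with WT2 and APP3, that is of the families, gave 14 on the reads when like genotypes were paired and also 14 when unlike genotypes were paired, and 7 and 0 on the scaled values, where the sibling pairs gave 9. The other groupings gave fewer. The genotypes compared in pairs that are not siblings gave 5 on the reads and 1 on the scaled values. WT1 and APP3 against WT2 and APP4 gave 4 on the reads with like genotypes paired and 9 with unlike genotypes paired, and 0 on the scaled values both times. With 4 libraries, chance in the grouping of mice cannot be ruled out.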

How the results depend on the processing

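Scaling each library to 1000000 reads before Fisher's test moved the counts of Fisher's test most, except the count in both pairs, which the 2-fold limit moved more. The miRNAs with an FDR under 0.05 were then 122 in APP4/WT1 and 97 in APP3/WT2 in place of 362 and 323. Called were 30 in APP4/WT1, 22 in APP3/WT2, 20 in WT2/WT1, 23 in APP4/APP3, 23 in APP3/WT1, 35 in APP4/WT2, 22 in the pooled comparison, 9 in both pairs and 43 in either pair, where the reads gave 104, 61, 89, 73, 99, 95, 67, 15 and 141. When 1000000 reads were drawn at random from each library, a test chosen after the results were seen, 40 were called in APP4/WT1 and 34 in APP3/WT2. An unadjusted p under 0.05 on the scaled values, an alternative chosen after the data were seen, was found for 154 and 124 miRNAs. Adding the RPM of the libraries of a genotype and testing values scaled to 1000000, also chosen after the data were seen, gave 22 in the pooled comparison. The count in either pair was added after the data were seen.

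With a minimum of 10 RPM, 53 miRNAs were called in APP4/WT1, 30 in APP3/WT2, 40 in WT2/WT1, 40 in APP4/APP3, 49 in APP3/WT1, 56 in APP4/WT2, 27 in the pooled comparison and 71 in either pair. With Bonferroni's correction the counts were 65, 34, 51, 47, 59 and 64, with 39 pooled and 85 in either pair. With a limit of 2-fold they were 50, 23, 38, 38, 39 and 45, with 37 pooled, 5 in both pairs and 67 in either pair. TMM library sizes and sums over family members left each of these counts within 1.5 times the main one. The share of calls that were higher changed with TMM, from 83.7% to 45.9% in APP4/WT1, from 75.3% to 51.9% in WT2/WT1, from 63.0% to 40.8% in APP4/APP3, from 77.8% to 54.1% in APP3/WT1 and from 58.9% to 34.0% in APP4/WT2. In APP3/WT2 it went from 49.2% to 46.8%, and on the scaled values to 36.4%. In the pooled comparison 47 miRNAs were called higher and 20 lower, and with TMM 29 and 33. TMM moved the log2 fold changes of the 6 library pairs by between -0.25 and -0.02. The cause was not tested.

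With the mice as replicates, edgeR gave 0 miRNAs (36 at an unadjusted p under 0.05), and also 0 with DESeq2's size factors (39), without TMM (41), without the filter (50) and with the 1.5-fold limit. The fit with the sibling pair as a replicate block gave 2 (40 unadjusted), miR-100-5p and miR-409-5p, both at an adjusted p of 0.0166 where the other edgeR fits gave smallest adjusted p values between 0.391 and 0.880. DESeq2's Wald test gave 2 (27 unadjusted), miR-221-5p and miR-455-3p at an adjusted p of 0.0466. The cause was not tested. In simulated counts at the dispersion of the real libraries, edgeR recovered 73.9% of the changed miRNAs in 2 against 2 libraries. All simulated changes were at least 2-fold, and every miRNA had the same dispersion. The share therefore does not hold for smaller changes or for miRNAs that vary more between mice.

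The agreement of the pairs' log2 fold changes was Pearson's r = 0.155 at a mean of at least 50 RPM, 0.065 at 10 and 0.444 at 500. The rise at 500 RPM was seen in Pearson's r only. Spearman's rho was 0.129, 0.100 and 0.157 in the same order, and 54.4%, 54.6% and 52.3% of the miRNAs had the same sign. Without the miRNAs of Table 1 Pearson's r was -0.015, and for the crossed pairs APP3/WT1 and APP4/WT2 it was -0.086. The removal of the Table 1 miRNAs removes miRNAs that were chosen for their changes, and the cause of the other shifts was not tested.

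Of the miRNAs of Table 1, 9 of the 30 of APP4/WT1 fell under the 1.5-fold limit with TMM, all of them higher in the AD mouse (miR-376b-5p, miR-423-3p, miR-15a-5p, miR-142-5p, miR-451a, miR-423-5p, miR-543-3p, miR-29c-3p and miR-132-5p, with log2 fold changes from 0.51 to 0.33), and 1 of the 24 of APP3/WT2 did, miR-673-5p with 0.58. With the 2-fold limit 13 of the 30 and 8 of the 24 were called.

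Of 159 results for the 9 common miRNAs and those of Table S2 under the alternatives, 151 kept their direction and their side of the threshold or, for values without a test, moved by less than the spread between mice, which is wide for some of them. Of the others, 2 became stronger, 5 weaker and 1 moved by more than the spread between mice, miR-434-3p with 0.52 when APP3 was left out. The 5 weaker ones were Table S2 changes under the added sum of RPM, and the 2 stronger ones miR-409-5p and miR-100-5p with the sibling block. Many of the 151 could hardly have changed, so their number is no measure of stability. Within the sibling pairs, the family sums of miR-501-3p, miR-434-3p, miR-409-5p, miR-331-3p and miR-138-5p are their own values. miR-7a-5p and miR-7b-5p share a family sum, as do miR-99b-5p and miR-100-5p, and each sum was counted for both. In the fits over all mice, keeping the side of the threshold meant that the adjusted p stayed above it. The 9 miRNAs common to the groups kept their direction in all 36 results of the fits that each left out one mouse, with log2 fold changes from -2.60 to -0.38 for those that fell and from 0.43 to 1.17 for those that rose. Each of these fits still holds a whole sibling pair, and the 9 were chosen for moving the same way in both, so the kept direction shows no stability.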

Differences from the paper's values

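The paper reports 150 miRNAs at p under 0.05 in group 1 and 122 in group 2, against 362 and 323 at an FDR under 0.05 on the deposited counts. Of the alternatives set before the data were examined, Fisher's test on values scaled to 1000000 reads per library gave 122 and 97, within 1.5 times of the paper's, and TMM library sizes (315 and 320), a minimum of 10 RPM (311 and 288) and Bonferroni's correction (259 and 218) did not. An unadjusted p under 0.05 on the scaled values, chosen after seeing the values, gave 154 and 124.

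For at least a 1.5-fold change, the paper's counts are 30 and 24, against 104 and 61 on the counts. In group 1 the scaled values gave 30, and none of the other alternatives set before the data were examined closed the gap. In group 2 the scaled values gave 22, the minimum of 10 RPM 30, Bonferroni's correction 34 and the 2-fold limit 23, while TMM library sizes (62) and sums over families (48) did not close it. The paper's total over both groups is 45, against 141. The scaled values gave 43 and the 2-fold limit 67, and the other alternatives did not come within 1.5 times. The paper's common set holds 9 miRNAs, against 15. The scaled values gave 9, the minimum of 10 RPM 10, Bonferroni's correction 10 and sums over families 12, while TMM library sizes (15) and the 2-fold limit (5) did not. The paper's pooled count is 24, against 67. The scaled values gave 22 and the minimum of 10 RPM 27, while TMM library sizes (62), Bonferroni's correction (39), the 2-fold limit (37) and sums over families (54) did not. The sum of RPM, chosen after seeing the values, gave 22.

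On the scaled values, 29 of the 30 and 22 of the 24 miRNAs of Table 1 were called. miR-5099 (FDR 0.0522) was not called in group 1, and miR-211-5p (0.258) and miR-6540-5p (0.260) were not called in group 2. On the reads all of them were called.

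The paper states that the miRNAs of its pooled comparison are all among those of Table 1. Of the 24, 21 are, and miR-33-5p, miR-3085-3p and miR-1964-3p are not. The key inside Fig. 3A gives blue as lower in the AD mouse and its legend gives blue as higher, and the blue points far from the diagonal are drawn as higher in WT1. In the counts the miRNAs far apart in that pair were higher in APP4, with 3437 reads of miR-141-3p against 44 in WT1. Fig. 5 marks miR-342-3p as higher, and its log2 fold change in the counts was -0.26 in group 1 and -1.87 in group 2. The paper names miR-331-3p as the miRNA that rose most in both groups. Among the 15 called in both, miR-449c-5p had 7 reads in APP4 and 6 in APP3 against 0 in WT1 and WT2. With 3 reads put in place of 0, it was 3.20-fold higher in APP4 than in WT1 and 2.08-fold higher in APP3 than in WT2. These folds leave out the counting error of the 7 and 6 reads and are no lower limits. miR-3081-3p had a log2 fold change of 1.35 in the first pair on 19 reads against 10, and it had 14 reads in APP3 against 3 in WT2. The log2 fold changes of miR-331-3p were 1.01 and 1.00. The few reads of miR-449c-5p and miR-3081-3p do not settle whether they rose more than miR-331-3p.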

Other observations

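The test of the arms between mice of one genotype and the count of other splits were chosen after the results were seen. The limits that decide what the other tests show were fixed after their values had been seen.

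The other arms of the hairpins mostly did not follow the changes of the common miRNAs. miR-7a-5p and miR-138-5p, which come from 2 hairpins each, were left out. Of the 7 other arms with at least 1 RPM, 0 changed at least 1.5-fold in the same direction in both pairs. miR-409-3p had log2 fold changes of 0.21 and 0.26 where miR-409-5p had -1.44 and -1.61, and miR-434-5p had 0.26 and -0.32 where miR-434-3p had 0.87 and 0.89. miR-100-3p moved the same way as miR-100-5p, with -0.65 and -0.24, the first of them over 1.5-fold. This is what an artifact of counting single mature sequences would give. By the paper's qRT-PCR in a larger group of mice, which was not analysed here, the common miRNAs other than miR-138-5p changed as in sequencing. A miscount of sequencing reads alone would not give that. A change in the processing or stability of one arm was not tested. Other arms that did not follow were also seen between mice of one genotype, so mouse-to-mouse or library differences give this pattern too. Of the 31 calls in the sibling pairs, counted per pair, whose other arm had at least 10 RPM, 2 had an other arm that moved at least 1.5-fold the same way. Between mice of one genotype the number was 0 of 29. Across 101 hairpins with at least 10 RPM on both arms, the log2 differences of the arms had a Pearson's r of 0.14 in APP4/WT1, -0.05 in APP3/WT2, -0.09 in WT2/WT1 and -0.00 in APP4/APP3. The arms of a hairpin are not independent replicates. In the miR-200 and miR-183 clusters, in contrast, the 4 other arms with at least 10 reads rose in APP4 as well.

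A movement of reads between the members of a family would leave its sum unchanged. The family sums tested, 2 of 2, fell at least 1.5-fold in both pairs. The sum of miR-7a-5p and miR-7b-5p had to fall, since both were chosen as lower, and so had the sum of miR-99a-5p, miR-99b-5p and miR-100-5p in APP4/WT1, where all 3 are in Table 1 as lower. In APP3/WT2 only miR-99a-5p, with a log2 fold change of -0.54, was free to move otherwise. The sums are therefore no independent test, but every member of both families fell in both pairs, which reads moved within a family cannot give on their own.

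For 5 of the 9 common miRNAs, mice of one genotype differed by at least as much as the genotype means. Without the sibling pairing, mouse-to-mouse differences therefore cannot be told apart from the genotype for these 5. For the others the larger difference within a genotype was the smaller of the 2. It was 0.31 against 0.88 for miR-434-3p, 0.51 against 1.00 for miR-331-3p, 0.55 against 0.81 for miR-138-5p and 1.09 against 1.30 for miR-100-5p. With the sibling pair as a block, edgeR's adjusted p was 0.0166 for miR-100-5p and miR-409-5p, of which miR-409-5p is one of the 5, and up to 0.198 for the others of the 9, against 0.768 for each of them without the block. In the comparisons that do not pair siblings, 4 of the 9 changed by less than 1.5-fold between APP3 and WT1 and 5 between APP4 and WT2, and 0 of the 9 were called in both. miR-99b-5p, miR-501-3p and miR-409-5p had log2 differences of 0.13, 0.14 and -0.04 between APP3 and WT1, and miR-7a-5p had 0.01 between APP4 and WT2. The 3 miRNAs that rose kept their direction in both of these comparisons, but stayed under the 1.5-fold limit between APP4 and WT2. With APP3 and WT1 first, miR-434-3p had 1.18 and 0.58, miR-331-3p 1.51 and 0.50, and miR-138-5p 1.24 and 0.38. The deviations of siblings from the means of their genotypes correlated with r = 0.235 across 252 miRNAs, which are not independent replicates.

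Over the 3 splits of the 4 libraries into 2 against 2, edgeR's test gave 36 miRNAs at an unadjusted p under 0.05 for the genotypes, 45 for WT1 and APP4 against WT2 and APP3, and 19 for WT1 and APP3 against WT2 and APP4. The number 36 was reached by 2 of the 3 splits, and the split of the families was the larger. With 3 splits the share cannot fall under 0.05.

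miR-451a and miR-142-5p were higher in APP4 than in WT1, with log2 fold changes of 0.67 and 0.73, and of 0.42 and 0.48 with TMM library sizes, under the 1.5-fold limit. miR-451a was lowest in WT1, with 91.4 RPM against 146 to 199.9 in the other mice. Blood left in the tissue was tested with 6 other blood miRNAs, of which 3 were at least 1.5-fold higher in APP4 (miR-144-3p with 1.55, miR-144-5p with 1.14 and miR-142-3p with 0.86) and 3 were not, among them miR-486-5p with -0.35. The 3 that rose are tied to the 2 miRNAs they test, since miR-142-3p is the other arm of miR-142-5p and the hairpins of miR-144 and miR-451a lie side by side on chromosome 11. The 3 that did not rise are miR-486-5p, miR-223-3p with 0.34 and miR-150-5p with 0.40. Blood is therefore neither shown nor excluded by this test, the changes cannot be told apart from it, and no biological explanation was tested.

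miR-10b-5p was lower in APP4 than in WT1, with a log2 fold change of -1.61. It had 481 RPM in WT1 and 157 to 226 in the other mice. Carried-over hindbrain or spinal cord was tested with miR-10a-5p, the only other miRNA of the Hox clusters with at least 10 reads in the pair. Of this 1 miRNA, 0 fell at least 1.5-fold, and its log2 fold change was 0.15. miR-196b-5p, with 6 reads in WT1 and 2, 1 and 0 in WT2, APP3 and APP4, and miR-196a-5p, with 4, 0, 1 and 0, were also highest in WT1, like miR-10b-5p. They had too few reads for the test, and their differences between APP4 and WT1 did not pass Fisher's exact test (FDR 0.0977 and 0.268). The test on miR-10a-5p goes against such a source, but it rests on 1 miRNA and the miR-196 reads point the other way, so such a source is not excluded.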
